A study of Mus musculus with 8 samples. Its data were reported in "Distinct Adipogenic and Fibrogenic Differentiation Capacities of Mesenchymal Stromal Cells from Pancreas and White Adipose Tissue" (2022).

How the data were processed

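RNA was measured in mesenchymal stromal cells of the pancreas and of inguinal white adipose tissue, pooled from several mice per library, sorted as CD31-negative, CD45-negative and SCA1-positive and expanded for 4 days. Groups were taken from the labels, 4 libraries each. Replicate numbers follow the order of the libraries. Both organs came from the same mice, but no source ties a pancreas library to an inguinal one, so the tests are unpaired. The sources do not say whether the 4 libraries of an organ came from separate pools of mice.

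The deposited table holds FPKM per Ensembl transcript, which the authors made from BGISEQ reads of mRNA-enriched RNA. The submitters' processing notes and the methods name FastQC 0.11.8, STAR 2.7.0f with the GRCm38.p6 genome and StringTie 1.3.6 with default options for paired reads. The strand setting is not stated, so overlapping genes on opposite strands, such as Hand2 and Hand2os1, cannot be told apart. FPKM depend on transcript length and on how StringTie divides reads among transcripts and among near-identical genes, such as the proliferin and trypsin genes. The depth in reads is unknown, so no counting error was given, and total FPKM per library was used only to describe the libraries.

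The table has 136535 transcripts and 0 columns of values without a sample. By identifier, 136372 transcripts (99.88%) were matched to GENCODE M21, whose coordinates on GRCm38 are given, and unmatched transcripts held at most 0.051% of the FPKM of a library. FPKM of the matched transcripts of a gene were summed to a gene value, which gave 54116 genes. Of 5125 annotated genes on chromosomes 17 to 19, 3815 were in the table and the rest were not analysed here. In 1138 genes fewer transcripts were present than annotated, so the values of Acta2, Smoc2, Ptk7, Scd1, Csf1r, Fgf1, Cdkn1a and Fosl1 rest on part of their transcripts.

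Transcripts or genes with a mean of 1 FPKM or more over the 8 libraries were tested with limma 3.58.1 in R 4.3.3 on log2(FPKM + 1), with lmFit and eBayes with a trend, two-sided, no covariate, pMSC minus iwatMSC. P-values were adjusted by the Benjamini-Hochberg method and called under 0.05. Fold changes on this scale understate differences of genes at low FPKM, and those of a gene listed at 0 in a group depend on the pseudocount of 1 and are not given. Lists fixed before the data were examined were tested by camera with a preset inter-gene correlation of 0.01, adjusted over the lists with 5 or more tested members, beside camera with the correlation estimated from the libraries and fry. Camera asks whether list members differ from other genes. Fry asks whether they move one way on balance, and its mixed form whether they move at all, and neither compares them with other genes. The median of the visceral factor and acinar lists includes genes listed at 0.

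The lists covered adipogenic, adipocyte progenitor, fibrogenic, collagen, HOX, visceral and trunk transcription factor, stellate cell, WNT, BMP, TGF-β, FGF, IGF, protease, proteoglycan, chemokine, complement, interferon, cholesterol, cell cycle, immediate early, p53, hypoxia, osteochondral and prolactin genes. There were also 3 lists that the study names, 9 of markers of other cells and lists of ribosomal, mitochondrial, histone and haemoglobin genes. Some tested genes of other lists are also in those that the study names, such as 4 of 19 adipogenic, 3 of 12 IGF and 2 of 14 FGF genes. Such lists are not fully independent of the study's choice. Mean log2(FPKM + 1) of the 9 lists was compared by a two-sided exact permutation test over 70 assignments, whose smallest p is 0.0286, adjusted over these lists. Opposite transcripts of a gene were counted from the transcript test.

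Genes to be named were fixed by rule. The rule takes the 12 largest changes in each direction among called genes whose groups do not overlap and whose higher group averages 5 FPKM or more, without predicted genes. It adds up to 4 called members of each list with the largest change, or the 2 most abundant where none was called, all genes of the 3 lists of the study, sort markers and selected adipogenic and fibrogenic genes, and 3 genes with opposite transcripts. Genes named as the few exceptions of a list were chosen after their values were seen.

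The tests were checked on simulated data with the level and spread of the libraries and 200 changed genes or transcripts. Genes changed 1.5-, 2- and 4-fold were recovered in 46.3%, 80.6% and 95.5% of cases, with 10 false calls among 13110 unchanged genes. For transcripts the shares were 13.4%, 41.8% and 54.5%, with 7 false calls among 24452. These false calls are set against unchanged genes or transcripts, not against all calls made. The simulated noise was independent between genes, and 200 genes changed, while 2589 genes were called in the data. Recovery and false calls in the data may therefore differ. Alternatives were pseudocounts of 0.1 and 5, no filter or a mean of 5 FPKM, rescaling to TPM, median-of-ratios scaling, quantile normalization, limma without a trend, with robust estimation or with array weights, the unequal-variance test of the study on FPKM and on log2(FPKM + 1), and leaving out each library. Leaving out pMSC replicates 1 and 2 together was added after the data were seen. Results for some single genes are not reported here, and the counts of genes, lists and flags include them. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9 was used for tables and figures.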

Results

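Mesenchymal stromal cells (MSCs) are fibroblast-like cells of the tissue stroma that can give rise to fat-storing adipocytes and to matrix-producing fibroblasts. The series asked how MSCs from the pancreas (pMSCs) differ from MSCs of inguinal white adipose tissue (iwatMSCs), a subcutaneous fat depot, in untreated adult male C57BL/6J mice. Cells negative for CD31, an endothelial surface protein, and for CD45, a leukocyte surface protein, and positive for SCA1, a protein of stromal progenitors, were sorted, and RNA was taken after 4 days of expansion. Sequencing of mRNA gave 4 pMSC and 4 iwatMSC libraries. Values are FPKM (fragments of a transcript scaled by its length and by the mapped fragments of the library), given as mean ± SD of 4 libraries, and coordinates are of GRCm38. Each library held 437673 to 458414 FPKM in total and 13092 to 13313 genes at 1 FPKM or more, while the depth in reads is unknown. Ly6a, which encodes SCA1, was at 84.9 ± 19.6 FPKM in pMSCs and 148 ± 60.5 FPKM in iwatMSCs, a difference that did not pass the test (adjusted p = 0.124) but did without iwatMSC replicate 3 (0.0261). Pecam1, which encodes CD31, and Ptprc, which encodes CD45, had means of 0.246 and 0.0109 FPKM in pMSCs and of 0.176 and 0.00907 FPKM in iwatMSCs.

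The libraries separated by organ. The first principal component of 13345 genes took 59.8% of the variance and placed pMSCs at 26.3 to 33.8 and iwatMSCs at -32.3 to -24.0. Pearson correlations across genes were 0.972 to 0.986 within a group and 0.934 to 0.95 between groups, where genes are not independent replicates. Within the groups, the second component took 11.9% and set iwatMSC replicate 1 (-23.7) and pMSC replicate 3 (-16.7) against iwatMSC replicate 2 (15.5) and pMSC replicate 2 (14.5). The 10 most abundant genes held 8.54 to 9.65% of a library, ribosomal protein genes 6.81 to 8.13% and mitochondrially encoded genes 7.16 to 8.74%.

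**Figure D1:**
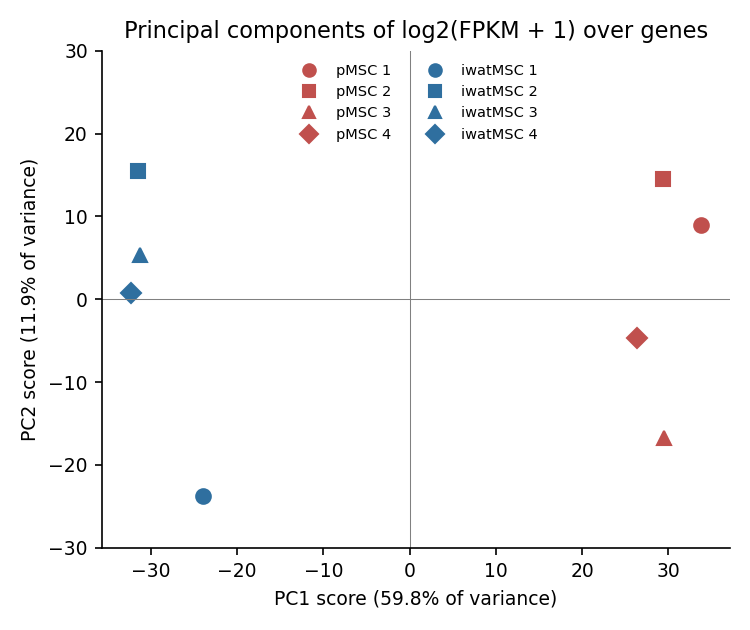
Scores of the 8 libraries on the first and second principal components of log2(FPKM + 1), with the percent of variance on each axis; each point is a library. The first component (59.8%) separates pMSCs from iwatMSCs.

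The first comparison asked how far the transcriptomes of stromal cells from the 2 organs differ. Aldh1a2, which encodes an enzyme that makes retinoic acid (ENSMUSG00000013584, chromosome 9, 71215789 to 71296243), was at 226 ± 50.1 FPKM in pMSCs and 0.165 ± 0.118 FPKM in iwatMSCs. The growth factor gene Ptn was at 14.4 ± 5.18 against 0.137 ± 0.205 FPKM, and Clu, which encodes the secreted chaperone clusterin, at 47.4 ± 26.1 against 0.913 ± 0.891 FPKM. Across pMSC replicates 1 to 4, Clu was at 80.3, 56.2, 25.0 and 27.8 FPKM. In the other direction, Thbs2, which encodes the matrix protein thrombospondin 2, was at 1421 ± 147 FPKM in iwatMSCs and 106 ± 24.0 FPKM in pMSCs. Il1rl1, which encodes the interleukin-33 receptor, was at 612 ± 196 against 49.1 ± 14.7 FPKM, and the chemokine gene Ccl8 at 57.5 ± 36.9 against 3.72 ± 2.89 FPKM. The ion channel gene Asic3 was also higher in pMSCs (log2 fold change 3.88), and the phosphatase gene Ptpn5, the neuronal pentraxin gene Nptx1 and the cornified envelope gene Lce1g were higher in iwatMSCs (log2 fold changes -3.63, -3.56 and -3.81).

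By limma, 1204 of 13345 genes were higher and 1385 lower in pMSCs, together 2589 genes or 19.4%. Which direction held more genes depended on the scaling, with 1370 higher and 1139 lower rescaled to TPM, 1356 and 1178 with median-of-ratios scaling and 1325 and 1311 with quantile normalization. At least 2-fold differences on the log2(FPKM + 1) scale were found for 346 higher and 294 lower genes, together 640. That count depended on the pseudocount, with 853 genes at a pseudocount of 0.1 and 277 at 5. The 4 libraries of one group lay above all 4 of the other in 3250 genes, 24.4% of those tested, where chance gives 2.86%, and in 2392 of the 2589. Of the 187 genes fixed by rule for naming, 161 passed the test, 14 did not and 12 were too low to be tested. In 153 of the 161 the groups did not overlap. Of the 187, 39 are overlapped on the opposite strand by a gene at 1 FPKM or more, whose reads cannot be told apart from theirs. Without pMSC replicates 1 and 2, a pair chosen after seeing that their acinar transcripts were highest, 1468 genes passed. The sources do not say whether the 4 libraries of an organ came from separate pools of mice, so p-values measure only the spread between these samples.

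Transcription factor genes that record where in the body a mesenchymal cell lies separated the 2 sources. Barx1, a factor of stomach and spleen mesenchyme (ENSMUSG00000021381, chromosome 13, 48662998 to 48666507), was at 29.4 ± 2.02 FPKM in pMSCs and 0.101 ± 0.067 FPKM in iwatMSCs. Nkx2-3, a factor of gut and spleen mesenchyme, was listed at 0 in all 4 iwatMSC libraries and at 11.4, 11.3, 15.6 and 12.1 FPKM in pMSC replicates 1 to 4. Wt1, a factor of the coelomic lining and the mesenchyme derived from it, was listed at 0 in all 4 iwatMSC libraries and at 12.2, 14.1, 15.8 and 16.0 FPKM in the pMSC libraries. Hoxc10, a posterior HOX gene (ENSMUSG00000022484, chromosome 15, 102966796 to 102971893), was at 52.6 ± 5.28 FPKM in iwatMSCs and 0.164 ± 0.0249 FPKM in pMSCs. Tbx15, a factor of trunk and limb mesenchyme and of subcutaneous fat (chromosome 3, 99240381 to 99354259), was at 24.5 ± 3.15 against 0.519 ± 0.0579 FPKM.

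Of 12 tested factors of visceral and pancreatic mesenchyme, 8 were higher in pMSCs (9 adjusted over the list alone), and camera placed the list above the other genes (adjusted p = 1.26e-12, and adjusted p = 0.00446 with an estimated correlation). Of these 12, 5 averaged 1 FPKM or more in iwatMSCs, so the others were tested only because of their pMSC level, and 3 (Hand2, Isl1 and Wt1) are also in other lists, Wt1 in that of mesothelium. Of 15 tested factors of trunk and limb mesenchyme, 12 were lower and 1 was higher, the same counts as adjusted over the list alone (camera adjusted p = 9.05e-12, and adjusted p = 0.00446 with an estimated correlation). They included Shox2, a limb patterning gene (log2 fold change -3.41), and En1, a gene of ventral limb and trunk dermis (-3.19). Of the 15, 14 averaged 1 FPKM or more in iwatMSCs. Tbx15 and Shox2 averaged 0.519 and 0.84 FPKM in pMSCs, so such genes were tested only because of their iwatMSC level. The 1 higher member was Hand2, which is also in the visceral list, at 28.3 ± 3.36 against 0.613 ± 0.188 FPKM. Its antisense neighbour Hand2os1, at 39.8 ± 5.24 against 0.552 ± 0.43 FPKM, overlaps it, and the strand setting is not stated, so reads of this pair cannot be told apart.

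HOX genes, whose order along the chromosome follows the body axis, went both ways. Of 25 tested, 10 were higher and 13 lower in pMSCs (11 and 13 adjusted over the list alone), and the whole list showed no shift by camera (adjusted p = 0.388, and adjusted p = 0.611 with an estimated correlation), while fry, which asks whether members move one way on balance and compares with no other genes, placed it lower (adjusted p = 2.17e-04). In paralogue groups 1 to 6, which serve anterior positions, 9 of 13 were higher and 3 lower, also adjusted over the list alone. Hoxa5 was at 28.9 ± 2.38 against 2.63 ± 0.323 FPKM, and Hoxa3 and Hoxa4 had log2 fold changes of 2.91 and 2.82. The 3 lower genes were Hoxc4, Hoxc5 and Hoxc6, the last at 2.96 ± 1.01 against 36.9 ± 5.63 FPKM. The camera call for groups 1 to 6 (adjusted p = 4.96e-06) was lost with the correlation estimated from the libraries (adjusted p = 0.108 with an estimated correlation). In paralogue groups 7 to 13, which serve posterior positions, 10 of 12 were lower and 1, Hoxb7, was higher (10 and 2 adjusted over the list alone, camera adjusted p = 3.13e-10, and adjusted p = 0.0213 with an estimated correlation). Hoxc8, Hoxc9 and Hoxa10 had log2 fold changes of -3.65, -3.65 and -2.96. All 12 averaged 1 FPKM or more in iwatMSCs, while Hoxc8, Hoxc9 and Hoxa10 averaged 0.157, 0.0531 and 0.265 FPKM in pMSCs. Such genes were tested only because of their iwatMSC level. Antisense transcripts overlap Hoxa3, Hoxa4 and Hoxa5, so their values may include reads of those.

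**Figure D2:**
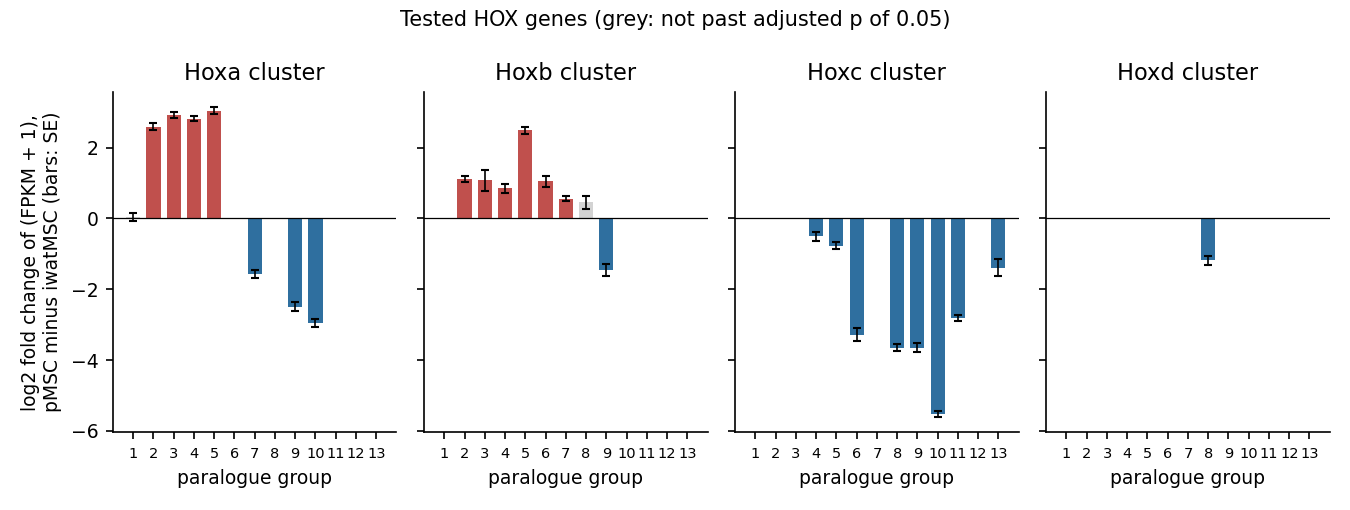
Log2 fold changes, pMSC minus iwatMSC, of the tested HOX genes, as bars with standard errors by paralogue group; red bars are higher in pMSCs, blue bars lower and grey bars not past the limma test. Of paralogue groups 1 to 6, 9 of 13 genes were higher, and of groups 7 to 13, 10 of 12 were lower.

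Several genes of the contractile and matrix-producing fibroblast were higher in pMSCs. Acta2, which encodes smooth muscle actin (ENSMUSG00000035783, chromosome 19, 34241090 to 34255590), was at 574 ± 223 FPKM in pMSCs and 175 ± 85.8 FPKM in iwatMSCs (log2 fold change 1.76 ± 0.39 SE, adjusted p = 0.0136), from 1 of its 2 annotated transcripts. Tagln, which encodes the actin-binding protein transgelin, was at 327 ± 123 against 78.9 ± 34.8 FPKM, and Actg2, an enteric smooth muscle actin gene, at 16.6 ± 8.14 against 1.77 ± 0.957 FPKM. Itga11, a collagen receptor gene, was at 5.95 ± 1.1 against 0.932 ± 0.857 FPKM, and Pdgfra, a growth factor receptor gene of fibroblasts and adipocyte progenitors, at 152 ± 11.2 against 67.0 ± 11.2 FPKM. Col1a1, the main fibrillar collagen gene, was at 218 ± 42.0 against 120 ± 54.5 FPKM and did not pass (adjusted p = 0.0532), though Col1a1 did without iwatMSC replicate 1 (0.00700), rescaled to TPM (0.0475), with median-of-ratios scaling (0.04996) and with array weights (0.0108).

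Of 28 fibrogenic genes tested, 14 were higher and 1, the collagen-related Cthrc1, was lower in pMSCs (17 and 3 adjusted over the list alone). The camera call (adjusted p = 7.46e-06) was lost with the correlation estimated from the libraries (adjusted p = 0.183 with an estimated correlation). The pericyte and smooth muscle list, of whose 11 tested genes 5 are also in other lists, had 7 higher (8 adjusted over the list alone, camera adjusted p = 2.65e-05, and adjusted p = 0.108 with an estimated correlation). They included the proteoglycan gene Cspg4 (log2 fold change 1.78), the intermediate filament gene Des (2.15) and Ndufa4l2 (2.76). Acta2 was higher in pMSC replicates 1 and 2 (743 and 786 FPKM) than in replicates 3 and 4 (425 and 343 FPKM), and the same 2 libraries held the most acinar enzyme transcripts (304.5 and 171 FPKM against 58.7 and 75.0 FPKM). Without this pair, which was chosen after seeing the data, Acta2 had a log2 fold change of 1.27 and did not pass (adjusted p = 0.121), while leaving out single libraries gave adjusted p of 0.0123 to 0.0411. Acta2 was also lost with the unequal-variance test of the study after adjustment, on FPKM (0.138) and on log2(FPKM + 1) (0.0764). In iwatMSCs it was at 116 and 87.9 FPKM in replicates 1 and 2 and at 261 and 235 FPKM in replicates 3 and 4. Tagln (421.5 and 444.5 against 234 and 208 FPKM) and Actg2 (22.4 and 24.8 against 10.1 and 9.14 FPKM) were also higher in pMSC replicates 1 and 2 than in 3 and 4. In iwatMSCs both were lower in replicates 1 and 2 than in 3 and 4.

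**Figure D3:**
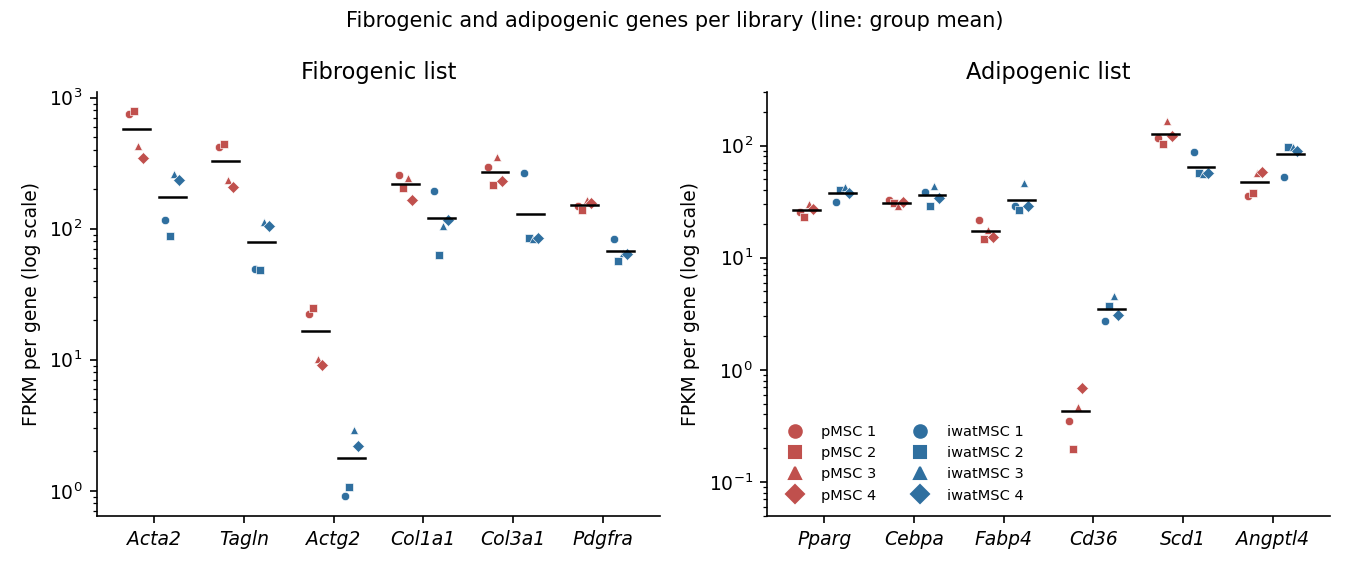
FPKM on a log axis of 6 fibrogenic and 6 adipogenic genes in the 8 libraries; each point is a library and each line a group mean. Acta2 averaged 574 FPKM in pMSCs and 175 FPKM in iwatMSCs, and Cd36 0.426 and 3.50 FPKM.

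Some collagen genes were higher in pMSCs and others lower. Among the higher, Col14a1 was at 11.1 ± 3.50 against 0.851 ± 1.25 FPKM, Col15a1 at 67.4 ± 5.44 against 12.9 ± 2.46 FPKM and Col8a1 at 24.4 ± 6.43 against 6.49 ± 1.18 FPKM. Of 22 collagen genes tested, 8 were higher and 4 lower (12 and 6 adjusted over the list alone), and camera did not pass (adjusted p = 0.0531, and adjusted p = 0.611 with an estimated correlation), but it did without pMSC replicate 2 (0.0383) or iwatMSC replicate 1 (0.0131), 3 (0.0433) or 4 (0.0313). Col3a1 was at 272 ± 62.1 against 130 ± 91.5 FPKM (adjusted p = 0.0427). In iwatMSC replicate 1 it was at 267 FPKM, and its call was lost on leaving out any 1 of the other 7 libraries: pMSC replicate 1 (0.0973), 2 (0.0613), 3 (0.103) or 4 (0.0701), or iwatMSC replicate 2 (0.101), 3 (0.111) or 4 (0.108).

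Of 21 genes for small leucine-rich proteoglycans and elastic fibres, 6 were higher and 4 lower (10 and 4 adjusted over the list alone, camera adjusted p = 0.00518, and adjusted p = 0.395 with an estimated correlation). Fmod, which encodes the collagen-binding fibromodulin, was at 5.82 ± 2.48 against 0.2 ± 0.112 FPKM, and Mfap2, which encodes a microfibril protein, was lower (5.53 ± 1.95 against 16.2 ± 7.43 FPKM). Of 31 matrix proteases and inhibitors, 9 were higher and 2 lower, also adjusted over the list alone (camera adjusted p = 0.00793, and adjusted p = 0.246 with an estimated correlation). The collagenase gene Mmp8 (log2 fold change 2.21), Adamtsl3 (1.70) and the proteoglycan-cleaving Adamts9 (1.24) were higher.

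Several TGF-β pathway genes were higher in pMSCs. Ltbp2, a matrix gene named for latent TGF-β binding proteins, was at 67.9 ± 5.93 against 4.89 ± 0.916 FPKM, and Ltbp4 at 4.71 ± 0.678 against 1.6 ± 0.353 FPKM. Eng, which encodes the co-receptor endoglin, was at 100.1 ± 9.72 against 26.4 ± 4.41 FPKM, and Thbs1, whose product activates latent TGF-β, at 550.2 ± 126 against 271 ± 31.6 FPKM. Of 20 TGF-β pathway genes, 8 were higher and 1, the repressor gene Ski, was lower (9 and 1 adjusted over the list alone, camera adjusted p = 6.57e-05, and adjusted p = 0.0290 with an estimated correlation).

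Several adipocyte genes were lower in pMSCs, while a few were higher. Pparg, the master regulator of adipocyte differentiation (ENSMUSG00000000440, chromosome 6, 115360951 to 115490399), was at 26.4 ± 2.93 FPKM in pMSCs and 37.8 ± 4.83 FPKM in iwatMSCs (log2 fold change -0.50 ± 0.11 SE, adjusted p = 0.0131). The fatty acid transporter gene Cd36 was at 0.426 ± 0.209 against 3.50 ± 0.802 FPKM, and the fatty acid binding protein gene Fabp4 at 17.3 ± 3.23 against 32.6 ± 9.26 FPKM. Scd1, which encodes a fatty acid desaturase, was higher in pMSCs (127 ± 26.7 against 64.4 ± 15.9 FPKM, from 1 of 3 annotated transcripts). Cebpa, the partner of Pparg, did not pass (30.9 ± 1.75 against 36.2 ± 6.12 FPKM, adjusted p = 0.242), and the mature adipocyte genes Adipoq, Plin1 and Slc2a4 averaged less than 1 FPKM in both groups and were not tested.

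Of 19 adipogenic genes, 2 were higher and 5 lower (2 and 6 adjusted over the list alone), with no shift by camera (adjusted p = 0.767, and adjusted p = 0.839 with an estimated correlation). The lipase inhibitor gene Angptl4 was lower in pMSCs (46.9 ± 11.9 against 84.2 ± 21.5 FPKM, adjusted p = 0.0375), but not without pMSC replicate 1 (0.0954) or 2 (0.0922) or iwatMSC replicate 2 (0.0900), 3 (0.0997) or 4 (0.0917). Of 22 adipocyte progenitor genes, 3 were higher and 4 lower (4 and 6 adjusted over the list alone, camera adjusted p = 0.566, and adjusted p = 0.611 with an estimated correlation, fry adjusted p = 0.00285). Dlk1, which encodes an inhibitor of adipocyte differentiation, was at 2.45 ± 0.341 against 12.3 ± 1.65 FPKM, and the progenitor marker gene Cd34 at 52.5 ± 6.62 against 117 ± 12.1 FPKM. Without pMSC replicates 1 and 2, Pparg had a log2 fold change of -0.39 and did not pass (adjusted p = 0.108), while leaving out single libraries gave adjusted p of 0.00377 to 0.0411. In all, Pparg lost its call under 4 of the alternative settings.

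The study names an adipogenesis network, chosen on these samples and therefore not independent evidence. Fgf1, a growth factor gene that acts on preadipocytes, was at 9.50 ± 2.7 against 0.646 ± 0.251 FPKM, from 7 of 11 annotated transcripts, Isl1, a factor of pancreatic mesenchyme, at 3.83 ± 0.587 against 0.198 ± 0.059 FPKM and the insulin receptor substrate gene Irs2 at 10.8 ± 0.898 against 6.03 ± 0.194 FPKM. Tcf4, a helix-loop-helix factor gene distinct from the β-catenin partner Tcf7l2, was at 28.4 ± 1.04 against 20 ± 2.44 FPKM. Of 8 genes tested, 4 were higher and Pparg was lower, also adjusted over the list alone (camera adjusted p = 0.00807, and adjusted p = 0.183 with an estimated correlation), while Irs1, Srebf1 and Fgf2 did not pass and Lepr was too low to be tested.

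Genes of pancreatic stellate cells, the retinoid-storing fibroblasts of the pancreas, went both ways. The intermediate filament genes Des and Nes were higher in pMSCs, at 16.2 ± 3.47 against 2.88 ± 0.948 and 13.6 ± 2.89 against 5.04 ± 1.90 FPKM, and Cygb, a globin gene of stellate cells, at 131 ± 23.2 against 64.2 ± 18.4 FPKM. Of 7 genes tested, 4 were higher and 2, Vim and Fabp4, were lower (4 and 3 adjusted over the list alone, camera adjusted p = 0.106, and adjusted p = 0.246 with an estimated correlation). The bone and cartilage list had 4 of 7 genes higher and 1, the osteoblast factor gene Sp7, lower (4 and 3 adjusted over the list alone). Alpl, which encodes tissue-nonspecific alkaline phosphatase, was at 19.5 ± 6.06 against 1.12 ± 0.536 FPKM and the phosphodiesterase gene Enpp1 at 7.53 ± 1.01 against 2.91 ± 0.558 FPKM. The osteochondral list did not pass by camera (adjusted p = 0.0531, and adjusted p = 0.193 with an estimated correlation) but did without pMSC replicate 1 (0.0369) or 2 (0.0480) or iwatMSC replicate 1 (0.0134), 3 (0.00743) or 4 (0.00545), and without pMSC replicates 1 and 2 (0.0292).

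Secreted factors went both ways. Of 16 tested genes that the study names as secreted, 9 were higher and 7 lower in pMSCs, also adjusted over the list alone, and since the study chose them on these samples the count is not independent evidence (camera adjusted p = 0.418, and adjusted p = 0.708 with an estimated correlation). Mgp, which encodes a calcification inhibitor, was at 489 ± 102 against 93.8 ± 29.7 FPKM, the calcium-binding matrix protein gene Smoc2 at 106 ± 9.32 against 15.6 ± 1.40 FPKM, from 1 of 7 annotated transcripts, and Igfbp7, Cxcl14, Angptl2 and Slit3 were also higher (log2 fold changes 1.32, 1.84, 1.11 and 1.08). Besides Thbs2, the WNT modulator gene Sfrp2 was lower (13.1 ± 2.75 against 93.5 ± 36.9 FPKM), as were Lgals3, which encodes galectin 3 (112 ± 25.6 against 402 ± 18.7 FPKM), the gelatinase gene Mmp2 (150 ± 39.2 against 352 ± 93.7 FPKM), the protease gene Mmp19 (62.6 ± 8.09 against 133 ± 19.9 FPKM) and the activin inhibitor gene Fst (41.3 ± 11.9 against 87.3 ± 22.1 FPKM). The call for Gpx3, which encodes a plasma peroxidase (186 ± 67.1 against 78.7 ± 52.0 FPKM, adjusted p = 0.0477), was lost without pMSC replicate 1 (0.104), 3 (0.114) or 4 (0.0837) or iwatMSC replicate 2 (0.0960), 3 (0.106) or 4 (0.105). Prl and Cxcl2 averaged less than 1 FPKM in both groups and were not tested.

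The proliferin genes of the prolactin family were higher in iwatMSCs. Prl2c2, an angiogenic hormone gene of placenta and proliferating fibroblasts, was at 425 ± 176 FPKM in iwatMSCs and 39.7 ± 15.3 FPKM in pMSCs, Prl2c3 at 247 ± 109 against 14.5 ± 5.25 FPKM and Prl2c5 at 6.27 ± 3.52 against 0.0961 ± 0.139 FPKM. Of 29 genes of the prolactin list, whose rule also admits receptor genes, 4 were expressed enough to be tested. These 3 were lower in pMSCs, also adjusted over the list alone, too few for a list test. The 3 genes are near copies, so reads may be divided among them.

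Insulin-like growth factor genes differed by member. Igfbp4 was at 121 ± 76.1 against 7.33 ± 1.39 FPKM, Igfbp3 at 53.4 ± 13.8 against 10.5 ± 2.87 FPKM and the growth factor gene Igf1 at 9.89 ± 4.12 against 1.96 ± 0.969 FPKM. The binding protein gene Igfbp5 was lower in pMSCs (2.82 ± 0.484 against 19.4 ± 2.88 FPKM). Of 12 genes of the IGF axis list, 7 were higher and 2 lower (8 and 2 adjusted over the list alone, camera adjusted p = 0.00513, and adjusted p = 0.183 with an estimated correlation), and the camera call was lost without pMSC replicate 4 (0.0680).

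Of 26 chemokine and cytokine genes, 9 were higher and 6 lower (11 and 6 adjusted over the list alone). Tnfrsf11b, which encodes the decoy receptor osteoprotegerin, was at 3.93 ± 1.22 against 0.268 ± 0.0691 FPKM. The chemokines and cytokines list did not pass by camera (adjusted p = 0.0618, and adjusted p = 0.183 with an estimated correlation) but did without pMSC replicate 1 (0.0460) or iwatMSC replicate 1 (0.0402). Of 14 complement genes, 5 were higher and 1 lower (6 and 1 adjusted over the list alone, camera adjusted p = 0.00891, and adjusted p = 0.394 with an estimated correlation). C3, the central component gene, was at 19.4 ± 4.04 against 5.04 ± 5.43 FPKM, while the lectin pathway protease gene Masp1 was lower (1.82 ± 0.929 against 10.9 ± 2.60 FPKM).

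WNT and BMP regulators shifted in both directions. The WNT enhancer gene Rspo3 was at 13.0 ± 2.09 against 1.06 ± 0.535 FPKM, the secreted WNT binder gene Frzb at 5.14 ± 1.29 against 0.394 ± 0.0699 FPKM and the receptor gene Ptk7 at 33.8 ± 1.96 against 7.93 ± 0.979 FPKM, from 1 of 2 annotated transcripts. Of 32 WNT pathway genes, 18 were higher and 5 lower (18 and 7 adjusted over the list alone, camera adjusted p = 7.43e-05, and adjusted p = 0.154 with an estimated correlation). The 18 include the helix-loop-helix factor gene Tcf4, which is not the β-catenin partner. The BMP family gene Gdf6 was at 9.97 ± 2.7 against 0.555 ± 0.276 FPKM, and the BMP inhibitor genes Chrdl1 and Grem1 were lower (0.0843 ± 0.0519 against 7.85 ± 1.79 and 18.2 ± 3.79 against 62.4 ± 16.1 FPKM).

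Of 27 genes of the BMP pathway list, 8 were higher and 4 lower (10 and 4 adjusted over the list alone). Its camera call (adjusted p = 0.0447, and adjusted p = 0.246 with an estimated correlation) was lost without pMSC replicate 1 (0.0905) or 4 (0.0708) or iwatMSC replicate 2 (0.0797), 3 (0.0525) or 4 (0.0506), with median-of-ratios scaling (0.0570), and without pMSC replicates 1 and 2 (0.292). Of 14 FGF pathway genes, 4 were higher and 2 lower, also adjusted over the list alone (camera adjusted p = 0.0836, and adjusted p = 0.246 with an estimated correlation). Besides Fgf1, the feedback inhibitor genes Spry1 (10.2 ± 1.79 against 2.52 ± 0.680 FPKM) and Spry4 (15.7 ± 3.02 against 6.96 ± 1.73 FPKM) were higher.

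The p53 target genes Cdkn1a, a cell cycle inhibitor, and Mdm2, the p53 ubiquitin ligase, were lower in pMSCs (59.0 ± 10.1 against 149 ± 40.8, from 3 of 5 annotated transcripts, and 38.1 ± 6.47 against 81.1 ± 19.4 FPKM), as were the apoptosis gene Bbc3 (log2 fold change -1.36) and Ccng1 (-0.97). Of 18 tested genes of the senescence and p53 list, 3 were higher and 8 lower (3 and 9 adjusted over the list alone). Camera did not pass (adjusted p = 0.0508, and adjusted p = 0.454 with an estimated correlation), but it did without pMSC replicate 1 (0.0361) or 3 (0.0262) or iwatMSC replicate 2 (0.00721), with median-of-ratios scaling (0.0385), and without pMSC replicates 1 and 2 (0.0403). Of 35 cell cycle genes, 5 were higher and 2 lower, also adjusted over the list alone (camera adjusted p = 0.197, and adjusted p = 0.666 with an estimated correlation). Top2a, a DNA topoisomerase gene of dividing cells, was at 92.3 ± 3.72 against 72.8 ± 1.57 FPKM, and S-phase genes went both ways. Rrm2 and E2f1 were lower (138 ± 23.0 against 208 ± 21.4 and 19.3 ± 1.47 against 27.6 ± 1.11 FPKM), and Tyms was higher (27.0 ± 7.57 against 16.9 ± 1.08 FPKM, adjusted p = 0.0294), a call lost without pMSC replicate 3 (0.0674) or iwatMSC replicate 1 (0.0573), 2 (0.0620), 3 (0.0672) or 4 (0.0530).

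Of 22 interferon response genes, 6 were lower in pMSCs (10 adjusted over the list alone, camera adjusted p = 6.17e-04, and adjusted p = 0.490 with an estimated correlation). Ifit1, an antiviral gene, was at 0.844 ± 0.158 FPKM in pMSCs and at 11.2, 1.85, 8.29 and 20.4 FPKM in iwatMSC replicates 1 to 4. Without pMSC replicates 1 and 2 the adjusted p of Ifit1 was 0.0861, and it was 2.02e-04 to 0.0340 on leaving out single libraries. Ifit1 lost its call under 4 of the alternative settings. The calls of Usp18, Irf7 and Isg15, also lower, were less stable and were lost under 12, 8 and 8 of them. Usp18 lost its call on leaving out any single library except iwatMSC replicate 2. Of 20 immediate early and heat shock genes, 6 were lower (7 adjusted over the list alone, with 1 higher), among them the AP-1 genes Jun and Fosl1 (14.6 ± 1.54 against 22.7 ± 3.02 and, from 1 of 3 annotated transcripts, 71.8 ± 7.79 against 111 ± 20.2 FPKM). The camera call for the immediate early and heat shock list (adjusted p = 0.0460, and adjusted p = 0.497 with an estimated correlation) was lost without pMSC replicate 3 (0.309) or 4 (0.0589) or iwatMSC replicate 2 (0.122), 3 (0.121) or 4 (0.115).

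Of 24 hypoxia and glycolysis genes, 6 were higher in pMSCs (10 adjusted over the list alone, camera adjusted p = 7.43e-05, and adjusted p = 0.413 with an estimated correlation). Egln3, an oxygen sensor gene, was at 5.86 ± 2.49 against 1.79 ± 0.413 FPKM, and the collagen prolyl hydroxylase genes P4ha1 and P4ha2 were also higher (log2 fold changes 0.84 and 1.1). For the 25 genes of the cholesterol synthesis list, limma found 0 past the adjusted threshold, also adjusted over the list alone, and 1 at an unadjusted p under 0.05. Fdps, an enzyme gene of the pathway, was at 71.7 ± 13.0 against 68.9 ± 14.9 FPKM. Its camera result (adjusted p = 0.729, and adjusted p = 0.922 with an estimated correlation) had the opposite sign of fry (adjusted p = 0.994), and it passed without iwatMSC replicate 1 (0.0482).

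The study also names targets of microRNAs that differed between its groups, and the microRNA libraries are not analysed here. Of 20 such genes, 7 were higher and 8 lower, also adjusted over the list alone, which is not independent evidence (camera adjusted p = 0.776, and adjusted p = 0.839 with an estimated correlation). The receptor gene Ephb2 was at 11.2 ± 2.73 against 2.84 ± 0.871 FPKM, the exchange factor gene Arhgef5 at 3.99 ± 0.328 against 0.579 ± 0.330 FPKM and the homeobox gene Cux1 at 21.3 ± 1.70 against 9.75 ± 0.714 FPKM. The fatty acid transporter gene Slc27a1 was lower (1.42 ± 0.222 against 6.48 ± 0.569 FPKM), as were Cav1, the caveolin gene (16.0 ± 6.02 against 40.4 ± 4.76 FPKM), and Arnt2 (1.15 ± 0.172 against 3.30 ± 0.534 FPKM). As gene sums, those that did not pass included Yap1, Ubr4, Dnajc14 and Nr4a2. The study tested transcripts, and Ubr4 and Dnajc14 each had transcripts past the transcript test in both directions. St3gal2 was lower (37.5 ± 5.77 against 50.9 ± 4.13 FPKM), a call lost without pMSC replicate 2 (0.0527) or 3 (0.0635) or iwatMSC replicate 3 (0.0517) or 4 (0.0586).

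Transcripts of pancreatic acinar cells, which make digestive enzymes, were present in every pMSC library, although the sort for SCA1 would remove such cells. The chymotrypsinogen gene Ctrb1 was at 113, 80.1, 21.7 and 29.6 FPKM in pMSC replicates 1 to 4 and listed at 0 in all 4 iwatMSC libraries. The trypsinogen genes Prss2 (33.0, 20.1, 4.98 and 7.10 FPKM) and Try5 (54.3, 26.7, 7.90 and 7.84 FPKM) and the elastase gene Cela3b (19.5, 7.61, 3.93 and 5.71 FPKM) were also listed at 0 in iwatMSCs. Summed, the acinar list took 0.068% of the FPKM of pMSC replicate 1 and 0.0134% of replicate 3. Of 12 tested acinar genes, 11 were higher in pMSCs (12 adjusted over the list alone, camera adjusted p = 3.91e-10, and adjusted p = 0.197 with an estimated correlation), and 1 of the 12 averaged 1 FPKM or more in iwatMSCs.

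The epithelial keratin genes Krt8 (11.3, 9.48, 4.34 and 5.13 FPKM) and Krt18 (17.8, 15.1, 6.15 and 6.66 FPKM) and the tight junction gene Cldn4 (5.96, 5.47, 2.42 and 2.65 FPKM) followed the same order of pMSC libraries. Clu, a member of the complement list, followed this order of libraries too (80.3, 56.2, 25.0 and 27.8 FPKM). Krt8 and Cldn4 were listed at 0 in iwatMSCs and Krt18 was at 0.0111 ± 0.0221 FPKM. Krt19, a duct keratin gene, was lower in pMSCs (2.98 ± 0.608 against 10.02 ± 3.86 FPKM). Of 8 ductal and epithelial genes, 5 also in another list, 5 were higher and 1 lower (5 and 2 adjusted over the list alone, camera adjusted p = 0.0185, and adjusted p = 0.154 with an estimated correlation). Of 12 genes of the mesothelium list, 6 also in another list, 8 were higher and 4 lower, also adjusted over the list alone (camera adjusted p = 0.00409, and adjusted p = 0.154 with an estimated correlation), a call lost without pMSC replicate 4 (0.0613), and 4 of the 12 averaged 1 FPKM or more in iwatMSCs. The mesothelial genes Upk3b, Upk1b and Lrrn4, chosen after their values were seen, summed to 5.25, 8.5, 5.6 and 20.3 FPKM in the pMSC libraries, so pMSC replicate 4 held the most.

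**Figure D4:**
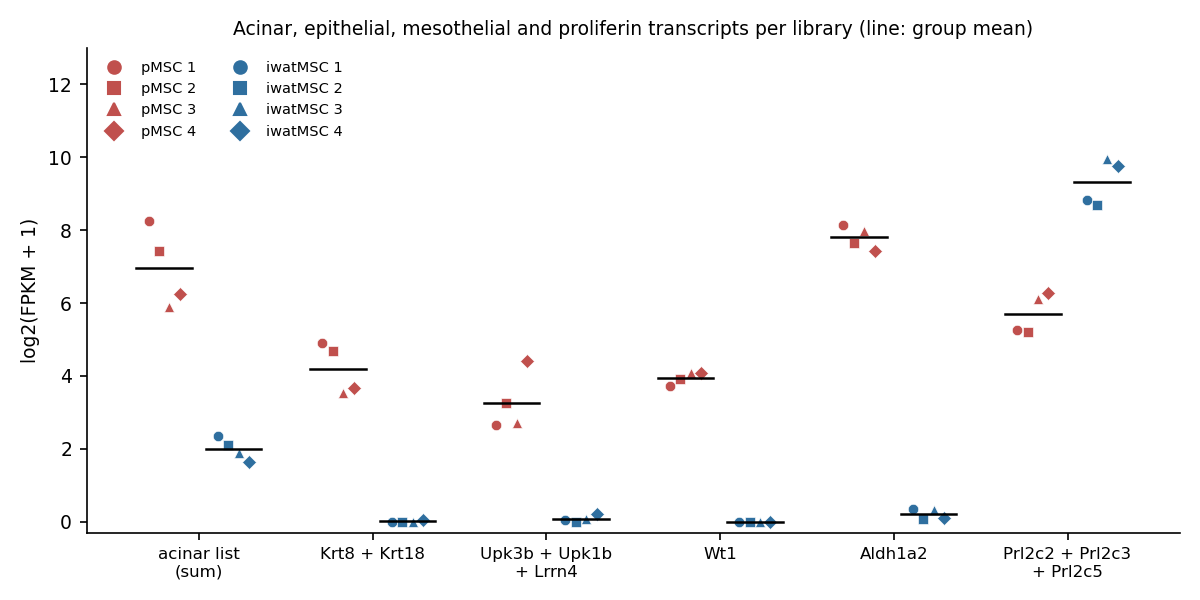
Log2(FPKM + 1) of marker genes and sums in the 8 libraries, where each point is a library: acinar sum, Krt8 with Krt18, Upk3b with Upk1b and Lrrn4, Wt1, Aldh1a2 and the sum of 3 proliferin genes. The acinar sum was 58.7 to 304.5 FPKM in pMSCs and 2.10 to 4.13 FPKM in iwatMSCs.

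Some leukocyte genes were higher in iwatMSCs, at low levels, although the sort against CD45 would remove leukocytes. Of 24 leukocyte list genes, 4 were high enough to be tested. Ptprc, which encodes CD45, was too low to be tested, and its mean was not higher in iwatMSCs. Cd68, a macrophage gene, was at 2.45 ± 1.16 against 8.30 ± 1.94 FPKM, Csf1r, a macrophage receptor gene, at 3.65 ± 0.231 against 8.69 ± 0.617 FPKM, from 2 of 6 annotated transcripts, and S100a8, a neutrophil gene, at 0.222 ± 0.159 against 3.41 ± 1.84 FPKM, the 3 lower of 4 tested leukocyte genes, also adjusted over the list alone. Of 3 tested endothelial genes, Eng was higher and the angiopoietin receptor gene Tek was lower (2.35 ± 0.414 against 6.14 ± 1.21 FPKM), also adjusted over the list alone, with a list median of -0.05 and a mean of 0.25. Of 3 tested Schwann and neural genes, S100b was lower (0.296 ± 0.133 against 1.80 ± 0.309 FPKM), while adjusted over the list alone 2 were higher and 1 lower, with a list median of 0.51 and a mean of -0.01. Of 3 tested skeletal muscle genes, Des was higher and the acetylcholine receptor gene Chrna1 was lower (0.253 ± 0.126 against 4.38 ± 1.89 FPKM), also adjusted over the list alone. No islet gene reached the mean of 1 FPKM needed for testing, with the glucagon gene Gcg at 0.734 ± 0.478 against 0.0287 ± 0.0574 FPKM and the granin gene Scg2 at 0.0512 ± 0.0476 against 0.733 ± 0.217 FPKM.

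As mean log2(FPKM + 1), the acinar list differed by 1.82, the mesothelium list by 1.3, the pericyte and smooth muscle list by 0.98, the ductal list by 0.69 and the leukocyte list by -0.12. Each had a two-sided exact permutation p of 0.0286, the smallest the 70 assignments allow, and an adjusted p of 0.0515 over the 9 lists of other cells, so 5 passed unadjusted and 0 adjusted. The differences of the endothelium (0.005, exact p = 0.886), Schwann and neural (-0.05, exact p = 0.314), skeletal muscle (-0.001, exact p = 0.971) and islet (-0.008) lists did not pass.

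Across all lists, 36 of the 43 fixed had the 5 tested members that camera needs, and 22 passed, 16 higher and 6 lower in pMSCs. With an estimated correlation 4 of them passed: the visceral factors, the trunk and limb factors, HOX groups 7 to 13 and the TGF-β pathway. In the factor and HOX lists, some genes were tested only because of their level in a single organ.

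Some ribosomal protein and mitochondrially encoded genes were lower in pMSCs. Of 83 ribosomal protein genes, 11 were lower in pMSCs (10 adjusted over the list alone, median -0.11, camera adjusted p = 6.83e-04, and adjusted p = 0.6 with an estimated correlation). Rpl39l, a tissue-restricted copy of a ribosomal protein gene, was at 0.0479 ± 0.0572 FPKM in pMSCs and 14.3 ± 0.531 FPKM in iwatMSCs, while Rps29 was at 268 ± 23.6 against 349 ± 24.1 FPKM. Of 37 mitochondrially encoded genes, 7 were lower (6 adjusted over the list alone, median -0.23, camera adjusted p = 0.00409, and adjusted p = 0.246 with an estimated correlation), among them the ribosomal RNA genes mt-Rnr1 and mt-Rnr2 (log2 fold changes -0.91 and -0.44). Each of these 2 lost its call under 4 of the alternative settings. The calls of mt-Ty and mt-Tq, also lower, were lost under 15 and 11 of them. The histone list was meant for genes whose transcripts mostly lack a poly-A tail, but its symbol rule also took in others. Of its 26 tested genes, 2 were higher and 10 lower (4 and 11 adjusted over the list alone, camera adjusted p = 0.257, and adjusted p = 0.430 with an estimated correlation). Hist1h2bc was at 6.75 ± 1.84 against 17 ± 3.01 FPKM. Among the lower was the imprinted RNA gene H19, which is not a histone gene (1.1 ± 0.158 against 3.79 ± 1.64 FPKM). Of the 2 higher, H13 is not a histone gene either, and the lower included the histone variant genes H2afj, H2afx and H3f3c. No haemoglobin gene was high enough to be tested, with Hba-a2 at 0 in pMSCs and 0.0299 ± 0.0597 FPKM in iwatMSCs.

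The second comparison asked the same question per transcript. Of 24686 transcripts, 689 were higher and 678 lower in pMSCs, together 1367 or 5.5%, from 1233 genes, with 338 higher and 309 lower by at least 2-fold. The count was 864 without pMSC replicate 1 and 886 without iwatMSC replicate 4, and 534 without pMSC replicates 1 and 2. At the study's unadjusted p of 0.05 from its unequal-variance test, with a 2-fold minimum added here, 1178 transcripts of 1007 genes were found, 609 higher and 569 lower, of which 769 were also found by limma.

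In 9 of 5524 genes with more than 1 tested transcript, transcripts went opposite ways. Jade1, which encodes a subunit of a histone acetyltransferase complex (chromosome 3, 41555731 to 41616864), used ENSMUST00000163764 in pMSCs (12.4 ± 3.83 against 4.15 ± 0.643 FPKM, adjusted p = 0.0162) and ENSMUST00000168086 in iwatMSCs (0.139 ± 0.277 against 14.7 ± 1.32 FPKM, adjusted p = 2.42e-05), 82.7% and 0.923% of the gene in pMSCs and 19.8% and 70.3% in iwatMSCs. Ubr4, which encodes a ubiquitin ligase (chromosome 4, 139352609 to 139489588), had similar sums in both groups (22.3 ± 3.71 and 23.2 ± 3.35 FPKM), with ENSMUST00000097822 higher in pMSCs (11.6 ± 1.14 against 3.71 ± 1.12 FPKM, adjusted p = 0.00319) and ENSMUST00000165860 lower (0.0718 ± 0.0988 against 8.32 ± 2.07 FPKM, adjusted p = 1.26e-04). Agpat1, a phospholipid synthesis gene, drew 74.3% of its FPKM from ENSMUST00000174595 in pMSCs and 17.7% in iwatMSCs. Ddx49, an RNA helicase gene, drew 62.2% and 89.2% from ENSMUST00000008004, and its retained-intron transcript ENSMUST00000144890 was higher in pMSCs (8.31 ± 1.45 against 1.18 ± 2.25 FPKM). The translation factor gene Eif3k had small transcripts in both directions (log2 fold changes 0.51 and -0.61), and the others were Pafah1b1, Dnajc14, Cul5 and Ccdc82, the latter pair named after their values were seen. The count was 4 without pMSC replicate 1, 5 without pMSC replicate 4 and 18 without iwatMSC replicate 1.

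**Figure D5:**
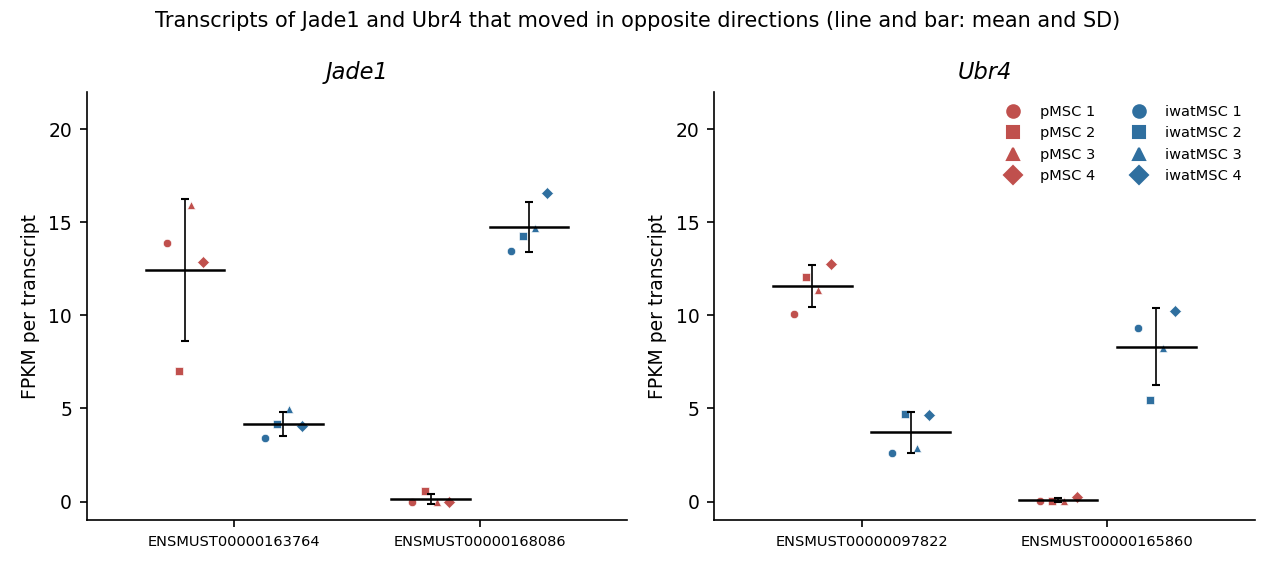
FPKM of the transcripts of Jade1 and Ubr4 that went opposite ways; points are libraries, and the mean and SD of 4 libraries are drawn for each group. ENSMUST00000168086 of Jade1 averaged 0.139 FPKM in pMSCs and 14.7 FPKM in iwatMSCs.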

Values the study reported

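The study reported 26,735 expressed transcripts, of which 1,456 transcripts from 1227 genes differed between pMSCs and iwatMSCs, 757 with higher and 699 with lower expression in pMSCs. It counted 154 of the 1227 genes as coding for secreted factors. Of 1240 microRNAs, it found 121 that differed, 66 higher and 55 lower. In cultures induced to form adipocytes, it described an adipogenic potential, measured by lipid droplets, almost 70% lower in pMSCs. In cultures treated with TGF-β1, it described stronger staining for smooth muscle actin in pMSCs. The RNA analysed here is from expanded cells without these treatments, so the states differ.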

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

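In each group of 4, the library farthest from the rest was compared with Dixon's critical value, which chance passes in about 1 of 20 groups. Of 442 groups, 38 passed, where 22.1 were expected. Of these, 14 were in iwatMSC replicate 1, 10 in iwatMSC replicate 2, 4 in pMSC replicate 3, 3 each in pMSC replicate 4, iwatMSC replicate 3 and iwatMSC replicate 4, 1 in pMSC replicate 2 and 0 in pMSC replicate 1.

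More flags were in iwatMSC replicate 1 than in any other library. Col3a1 (267 FPKM), Col14a1 (2.73 FPKM), Itga11 (2.21 FPKM), Mmp2 (492 FPKM), Adamts15 (5.75 FPKM) and Rspo3 (1.86 FPKM) were highest in this library, and Thbs1 (224 FPKM) was lowest. The chemokine gene Ccl8 (112.8 FPKM), the desaturase gene Scd1 (88.1 FPKM) and the complement list (mean log2 value 3.74) were also highest in iwatMSC replicate 1. The lipase inhibitor gene Angptl4 (52.3 FPKM), the mitochondrial tRNA gene mt-Tq (9.92 FPKM) and Barx1 (0 FPKM) were lowest there.

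In iwatMSC replicate 2, the means of 4 lists were lowest. The fibrogenic list had a mean log2 value of 6.01, the TGF-β pathway list 4.12, the senescence and p53 list 4.29 and the Schwann and neural list 0.666. Ptk7 (6.48 FPKM), Ltbp2 (3.53 FPKM), Eng (19.9 FPKM), Ephb2 (1.55 FPKM) and Cux1 (8.68 FPKM) were lowest in this library, and Smoc2 (17.7 FPKM) was highest.

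The remaining values were single genes or lists. Fabp4 (46.4 FPKM), Cela2a (0.394 FPKM) and Cspg4 (1.26 FPKM) were highest in iwatMSC replicate 3. In iwatMSC replicate 4, Krt18 (0.0443 FPKM) and Yap1 (40.2 FPKM) were highest, and the mitochondrially encoded list had a mean log2 value of 7.58. In pMSC replicate 3, Fdps (91.3 FPKM), Lgals3 (150 FPKM) and Cav1 (25.1 FPKM) were highest and Adamtsl3 (3.72 FPKM) was lowest. In pMSC replicate 4, Dlk1 (2.95 FPKM), the FGF list (4.25) and the endothelium list (0.878) were highest. Ly6a (114 FPKM) was highest in pMSC replicate 2.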

How the results depend on the processing

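No paired analysis was possible because the labels share no number between pMSC and iwatMSC libraries. In a check chosen after seeing the data, libraries in the same order did not deviate together, with correlations of -0.0145, 0.215, -0.0803 and 0.0647 for replicates 1 to 4, and 8 of 24 ways to match them, this one included, gave a mean as high. Leaving out pMSC replicates 1 and 2 was chosen after seeing the data. The count of 2589 genes stayed within 1.5 times under other pseudocounts, filters, scalings and forms of limma and on leaving out single libraries (1793 to 2840). It was 1017 with the unequal-variance test of the study adjusted for multiple tests, 799 with that test unadjusted and a 2-fold minimum, 1428 with that test on log2(FPKM + 1), and 1468 without pMSC replicates 1 and 2. The corresponding transcript counts were 473, 1178, 761 and 534, and leaving out single libraries gave 864 to 1518. Genes with opposite transcripts numbered 4 with a mean of 5 FPKM, 14 with the unadjusted test of the study and a 2-fold minimum and 4 to 18 on leaving out single libraries. Fewer libraries lower the power, and the cause of the other shifts was not tested. Of 161 named genes past the test, 159 to 160 kept their call under the scalings, 147 without a filter, 143 to 157 on leaving out single libraries and 127 without pMSC replicates 1 and 2. With the unequal-variance test 67 kept it adjusted on FPKM, 110 adjusted on log2(FPKM + 1) and 116 unadjusted with a 2-fold minimum, and no named gene reversed under any of these. Of 22 lists called by camera, 4 kept the call with an estimated correlation, where the fibrogenic list had an adjusted p of 0.183 and HOX groups 1 to 6 of 0.108. By fry 28 lists passed, with HOX at 2.17e-04, while complement (0.0559), interferon response (0.0868) and hypoxia (0.0742) did not. The depth in reads is unknown, so genes at low FPKM cannot be bounded.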

Other observations

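Gene families grouped by symbol, 214 families chosen after seeing the data and tested in both directions by a one-sided Fisher's exact test, gave 3 that passed, the Adamts family only with Adamts15 counted. Of 12 Adamts genes tested, 6 were higher in pMSCs (Adamts2, Adamts4, Adamts6, Adamts9, Adamts12 and Adamts15, adjusted p = 0.0436). With Adamts15 not counted among them, the family did not pass (adjusted p = 0.107), and the call of Adamts15 itself (adjusted p = 0.0365) was lost without pMSC replicate 1 (0.0542), 3 (0.0848) or 4 (0.0870) or iwatMSC replicate 2 (0.0881), 3 (0.0945) or 4 (0.0920). All 8 Hoxc genes were lower (adjusted p = 5.66e-06), and 8 of 10 Hoxb genes, 2 of them antisense, were higher (adjusted p = 3.51e-05). Members of a family lie close together or move together, so they are not independent. Col genes (adjusted p = 0.0655) and Itga genes (adjusted p = 0.0681) did not pass. The secreted products Spp1 and Timp1 were among the most abundant in both sources and higher in pMSCs. Spp1, which encodes osteopontin, was at 5346 ± 717 FPKM in pMSCs and 3421 ± 162 FPKM in iwatMSCs (adjusted p = 0.00254), and Timp1, a protease inhibitor gene, at 3153 ± 266 and 2039 ± 41.0 FPKM (adjusted p = 4.86e-04).

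Some genes were carried by 1 or 2 libraries. The predicted gene AY036118 was at 455 FPKM in pMSC replicate 1 and under 0.2 FPKM elsewhere. The acute phase gene Serpina3n was at 185 FPKM in iwatMSC replicate 1 and 21.9 to 25.3 FPKM in the other iwatMSC libraries, and the WNT gene Wnt16 at 27.1 FPKM there and 3.85 to 5.41 FPKM in the others. The immediate early gene Nr4a1 was at 43.7 and 62.5 FPKM in pMSC replicates 1 and 2 and 6.85 and 10.1 FPKM in replicates 3 and 4.

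All tests of the 3 patterns that follow were chosen after the result was seen, and the splits of the libraries before. Acinar enzyme transcripts in pMSC libraries, 304.5 FPKM in replicate 1 and 58.7 FPKM in replicate 3, are not explained by reads shared between trypsin copies alone. Of all 21 acinar list genes, tested or not, 17 were higher in every pMSC library than in every iwatMSC library. Ctrb1, outside the trypsin family, was among them. Of 11 tested acinar genes outside that family, 10 were higher too, but the filter largely set this count. Of the 12 tested acinar genes, only 1 averaged 1 FPKM or more in iwatMSCs. If acinar cells or their RNA were carried over, the genes should keep a common ratio. One factor per library took 58.56% of their variance between pMSC libraries, more than in any of 1000 random gene sets (median 7.15%, 95th percentile 22.5%), but short of the bound set for a single source, so carry-over may be a source and stays open. Expression by the pMSCs themselves also stays open, with the acinar factor gene Ptf1a at 0.207 FPKM at most.

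Mesothelial genes in pMSCs differed in their order across the libraries. If mesothelial cells were the one source of Aldh1a2 and Wt1, these would keep their ratio to Upk3b, Upk1b and Lrrn4, and the ratio of Aldh1a2 varied 6.41-fold and that of Wt1 3.57-fold across pMSC libraries, against at most 1.82-fold among the 3 genes. Without pMSC replicate 4 these were 2.27-fold and 1.70-fold, and the 3 genes were chosen after their values were seen, so mesothelial cells as that source stay open. Krt8 and Krt18 followed the acinar sum, with a ratio that varied 1.86-fold against 2.78-fold for the keratins and 5.18-fold for the acinar sum, so epithelial cells that came with the acinar transcripts may be their source. The sort for SCA1 would remove such cells, and an origin of Aldh1a2 and Wt1 in pancreatic stroma is untested.

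Proliferin transcripts summed to 415 to 984 FPKM in iwatMSCs and 36.0 to 75.9 FPKM in pMSCs (log2 fold change -3.60, two-sided exact p = 0.0286, the smallest possible). Reads divided otherwise among the copies would leave the sum alike, yet each of the 3 copies was higher in iwatMSCs. The sum over all 29 members of the fixed prolactin list differed too (log2 fold change -2.85), but it contains these 3 genes and adds no separate support. Median-of-ratios factors were 0.988 to 1.018, so this scaling could hardly move the log2 fold change (-3.57) and is no separate test. Scaling differences of that size are too small for the change seen. A difference between the organs may remain, as a hypothesis, but proliferin expression also depends on growth state, which was not tested. Of 35 cell cycle genes, 5 were higher and 2 lower in pMSCs, near the 19.4% of all genes called, and camera did not pass (adjusted p = 0.197). Of 18 senescence and p53 genes, 8 were lower and 3 higher, and camera did not pass (adjusted p = 0.0508). Of 20 immediate early and heat shock genes, 6 were lower. The camera call of that list (adjusted p = 0.0460) was lost with an estimated correlation (adjusted p = 0.497).

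Other splits of the 8 libraries into 4 and 4 were run for each count. Only the real split, 1 of 35, gave as many genes (2589, highest other 3) and as many transcripts (1367, highest other 20). It alone also gave as many lists (22, highest other 19) and as many genes with opposite transcripts (9, highest other 6). A share of 1 in 35 is the smallest that these splits allow. Every other split mixes pancreas and inguinal libraries within each group. The organ difference then adds to the spread within groups and lowers the calls of genes and transcripts. The low counts of the other splits, for genes, transcripts and opposite transcripts, are therefore not the counts that chance alone would give. Only the rank of the real split can be read from them. If the libraries of an organ share a pool of mice, the splits do not address chance between pools. The margin was narrow for the lists, since camera with the preset correlation called up to 19 lists in other splits.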
